A study of Escherichia coli with 12 samples.

How the data were processed

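RNA was measured by sequencing in 12 libraries of Escherichia coli K-12 MG1655, with 3 biological replicates of each of 4 strains. HU is an abundant DNA-binding protein of the bacterial nucleoid, built from an alpha subunit (gene hupA) and a beta subunit (gene hupB). The strains were the wild type, a strain lacking both genes (HU-null), a strain with the alpha subunit fused to the yellow fluorescent protein mVenus and no hupB (HUa-mVenus), and the same fusion strain with the P63A substitution in the alpha subunit (HUa-mVenus-P63A). Group and replicate number were taken from the labels of each sample. The labels name MG1655 as the background of replicates 1 and 2 and give a strain name that differs in its last digit for replicate 3 of every strain; this was treated as a slip of the labels and not as another strain.

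Per the labels' protocols, cells grew in M63 minimal medium at pH 7 with 0.1% glycerol, thiamine and casamino acids and were harvested at an optical density (OD600) between 0.4 and 0.6. Total RNA was extracted with TRIzol and treated with DNase. Paired-end stranded libraries were then made after removal of ribosomal RNA with Ribo-Zero.

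The expected counts per gene were deposited by the authors as estimates by RSEM, per the file's title, without normalization. FPKM values (fragments per kilobase of gene, scaled to the number of fragments in the library) for the same genes were deposited by the authors as a second table. Neither the labels nor the file headers state the aligner, the genome build, the annotation, the RSEM version or whether counting used the strand. Values of genes that overlap another gene, or have another gene on the opposite strand, are therefore less certain. Both tables held 4497 genes, of which 8 had no symbol. Of the locus tags, 4487 matched a gene of the RefSeq table of assembly ASM584v2, which was used for gene class and for which genes lie next to each other. No coordinates are given, because the build behind the tables is not stated. RSEM shares reads among similar genes in fractions, and 3.18% of the expected counts were not whole numbers. They were rounded to whole numbers before testing. Dividing counts by FPKM gave gene lengths reduced by 165 to 205 bases in each library, which means that FPKM rested on an effective length. Of the tested genes, 29 were listed at 0 FPKM in every library despite having counts, so FPKM was used only as an alternative. The FPKM denominator included ribosomal RNA.

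The total of expected counts ranged from 4633913 to 7085827 per library with a median of 5265620. Outside ribosomal RNA genes the range was 2145733 to 7035935. A floor of 3 counts was taken as the largest value that a true 0 allows, and fold changes against groups at or under that floor were computed against the floor as lower bounds. Intervals of shares are 95% Wilson intervals. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules.

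Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which left 4068 genes. Libraries were scaled with TMM, 1 model with 1 mean per strain was fitted to all 12 libraries, and each comparison was tested with the quasi-likelihood F test. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as called, and those with at least a 2-fold change were counted separately. All 6 comparisons between strains were made, and an F test asked for any difference among the 4 strains. The adjustment was made within each comparison. Standard errors were taken as the log2 fold change divided by the square root of the F statistic. CPM values are counts scaled to a common TMM-scaled library size, as edgeR computes them.

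Beyond hupA and hupB, genes were named by a rule for the first 4 comparisons. It took the 3 genes with the highest and the 3 with the lowest log2 fold change among called genes with a mean of at least 50 counts in the higher group and no overlap between the replicates of the 2 groups. By chance, 10% of genes have no overlap between 3 and 3 libraries. Ribosomal RNA, transfer RNA and insertion sequence genes were left out of naming, because they share reads with copies. Genes named outside the rule are identified where they appear. The test, the rule, 7 gene lists with 223 genes (all of which matched the table) and the other settings listed last were fixed before the data were examined.

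The 7 lists covered the SOS regulon, flagella and chemotaxis, acid resistance, ribosomal proteins, the galactose regulon, fimbriae and curli, and iron acquisition. They were written from general knowledge of E. coli. Each was tested in 4 comparisons with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01 between genes, and adjusted over the 28 tests. The correlation estimated from the data and the rotation test fry were alternatives. A further set of 5 lists (RpoS-dependent genes, arginine genes, genes induced towards stationary phase without RpoS, fim genes and csg genes) was written after the first results were seen and is used only among the other observations.

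Correlations of log2 fold changes were taken across genes, which are not independent replicates. Comparisons that share libraries have correlated errors, so the correlations, same-sign shares and overlaps were set against 50 simulations of unchanged groups with the same libraries and dispersions.

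The statistical steps were tested on simulated data with 200 changed genes of the 4068 tested. In the 6 comparisons edgeR called 88% to 96% of 4-fold changes and 32% to 40% of 2-fold changes, with 3 to 9 false calls. The adjustment is stricter where few genes change. For the 2 comparisons with few calls, the counts of 2 random genes at a time were therefore also thinned 4-fold or 2-fold in one group, in 100 runs, with all other counts left as they were. This test was added after the data were seen. camera found 6 of 6 shifted lists and 0 of 6 unshifted lists. The genes of these lists were simulated independently, so this does not test lists whose genes vary together. In the real data the estimated correlation between genes ranged from 0.016 (flagella and chemotaxis) to 0.739 (iron acquisition). A length correction was also tested on simulated data. Of 200 4-fold changed genes 188 were called among 3935 genes, with 2 false calls, after a simulated length trend had been removed.

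The replicates of each strain differed far beyond sampling noise. The chi-square statistic of their counts per degree of freedom was between 38.6 and 1099 in all 12 pairs of replicates, so no library was counted as a repeat of another.

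The labels give the same replicate numbers in each strain, so whether the numbers pair the libraries was checked from the deviations of log2 CPM from the strain means. The 3 same-number correlations were 0.450 to 0.535 for HU-null and wild type, 0.197 to 0.399 for HUa-mVenus-P63A and wild type, and 0.219 to 0.451 for HU-null and HUa-mVenus-P63A. All exceeded 0.1, so the numbers were taken to pair the libraries in these 3 comparisons. The pairing comes from the data, since the labels do not say what a number stands for. In the comparisons with HUa-mVenus the lowest same-number correlation was below 0.1 and the numbers were not taken as pairs.

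The alternatives were DESeq2 1.42.0, RLE size factors, library totals as the only scaling, no expression filter, at least 10 counts in every sample, tables without ribosomal and transfer RNA genes, fits to the 2 groups compared, the replicate number as a block, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a minimum mean FPKM of 1, and leaving out each replicate in turn. Library totals without ribosomal and transfer RNA genes and limma on log2 CPM were added after the data were seen.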

Results

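Transcripts of 4 strains of E. coli were compared to ask which genes depend on the nucleoid protein HU and on residue 63 of its alpha subunit. In HU, this proline lies at the tip of the arm that inserts into bent DNA. Each strain was represented by 3 biological replicates grown in minimal medium with glycerol. Library totals ranged from 4633913 expected counts (HUa-mVenus-P63A replicate 3) to 7085827 (HUa-mVenus replicate 1), and 4247 to 4355 genes had a count in each library.

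Ribosomal RNA genes took between 0.0841% (95% Wilson interval 0.0817 to 0.0866) and 1.62% (1.61 to 1.63) of counts in 10 of the 12 libraries. The exceptions were HU-null replicate 3 with 10.1% (10.07 to 10.12) and HUa-mVenus-P63A replicate 3 with 53.7% (53.65 to 53.74). The latter retained 2145733 counts outside ribosomal RNA genes, the lowest of all libraries, and its TMM factor was 0.476. The gene of the transfer-messenger RNA, ssrA, was the most abundant gene in the other 11 libraries, with 12.3% to 17.3% of counts.

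**Figure D1:**
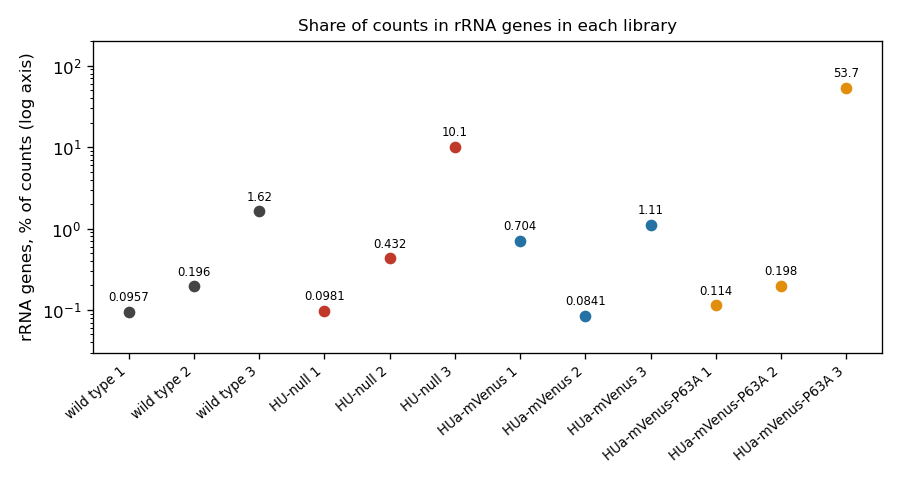
Share of counts in ribosomal RNA genes in each of the 12 libraries, on a logarithmic percent axis, with 1 point per library and colours for strains. HUa-mVenus-P63A replicate 3 stands at 53.7% and HU-null replicate 3 at 10.1%, and the other libraries lie between 0.0841% and 1.62%.

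The deleted and altered genes were examined first. In the wild type, hupA (b4000) had 602.8 ± 101 CPM and hupB (b0440) had 487.5 ± 38.6 CPM (SD, n = 3). In HU-null, hupA had 1, 3 and 1 counts in the 3 libraries, at least 1170-fold lower than in the wild type and at least 360-fold lower than in HUa-mVenus. No hupB count was found in any of the 9 libraries of the strains without hupB. Set against the floor, hupB was at least 946-fold lower than in the wild type in HU-null, at least 939-fold lower in HUa-mVenus and at least 587-fold lower in HUa-mVenus-P63A. In HUa-mVenus, hupA had 185.7 ± 72.2 CPM, and in HUa-mVenus-P63A it had 265.2 ± 48.6 CPM (SD, n = 3). Every library therefore carried the hupA and hupB signal that its label implies, although the count tables cannot show the P63A codon itself.

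The hupA transcript was lower in HUa-mVenus than in the wild type by log2 −1.70 (SE 0.285), and the 3 libraries of HUa-mVenus, at 129 to 267 CPM, lay below the 3 wild-type libraries, at 490.1 to 684.9 CPM. This did not pass the threshold in edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p 0.0768). It was called without HUa-mVenus replicate 2, with DESeq2 and with library totals that leave out ribosomal and transfer RNA genes. It was also called with the replicate block, although the numbers were not taken to pair these libraries. In HUa-mVenus-P63A, hupA was lower than in the wild type by log2 −1.18 (SE 0.281, adjusted p 0.00646). Both fusion strains carry hupA joined to mVenus, and how reads across that junction were counted is not stated. The decreases against the wild type may therefore partly reflect counting. Between the fusion strains, hupA differed by log2 0.52 (SE 0.279, adjusted p 0.196) and the difference was within the spread between replicates.

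**Figure D2:**
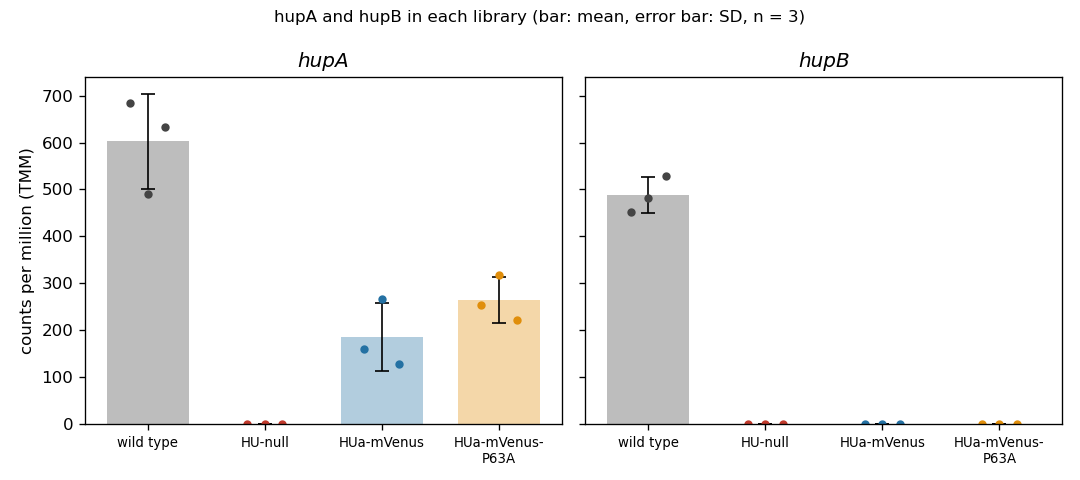
CPM values (TMM-scaled) of hupA and hupB in the 4 strains, with bars for the mean, error bars for the SD of 3 replicates and 1 point per library. hupA was near 0 in HU-null and lower in both fusion strains than in the wild type, and hupB was found only in the wild type, at 487.5 ± 38.6 CPM.

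The first principal component of log2 CPM held 43.95% of the variance and separated the 6 libraries of HU-null and HUa-mVenus-P63A (14.5 to 35.01) from the 6 libraries of the wild type and HUa-mVenus (−32.1 to −12.5). The second held 15.4%, and its lowest values belonged to replicate 3 of HUa-mVenus-P63A (−30.9) and replicate 3 of HU-null (−24.6). Across the 4 strains, 1371 of 4068 genes (33.7%) differed in the F test for any difference. The biological coefficient of variation was 0.303.

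**Figure D3:**
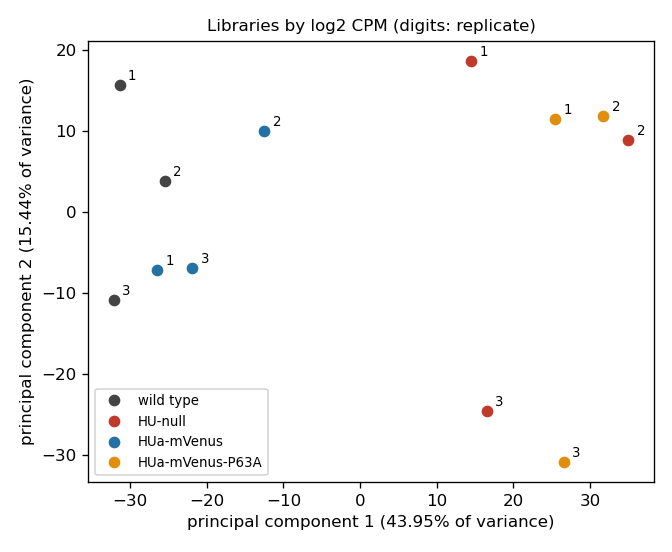
First and second principal components of log2 CPM (43.95% and 15.4% of the variance), with 1 point per library, colours for strains and digits for replicates. All libraries of HU-null and HUa-mVenus-P63A lie at positive values of the first component and all libraries of the wild type and HUa-mVenus at negative values.

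The comparison of HU-null with the wild type asks which genes change when HU is absent. In edgeR's quasi-likelihood test 607 genes were higher and 604 lower in HU-null, and 692 of them changed at least 2-fold. An unadjusted p under 0.05 was found for 1699 genes, where 203 would be found by chance. The alternative that moved these counts most was limma on log2(FPKM + 0.1), with 106 higher and 173 lower. The count of higher genes was also moved by single libraries: it was 327 without wild-type replicate 3 and 397 without HU-null replicate 2.

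Among the genes chosen by the preset rule, the biotin synthesis genes bioB (b0775) and bioF (b0776) were higher in every HU-null library than in every wild-type library. Expression of bioB was 97.2 ± 58.6 CPM in HU-null against 3.90 ± 0.886 in the wild type (SD, n = 3; log2 4.62, SE 0.460, adjusted p 6.45e-05). For bioF the values were 78.9 ± 58.3 and 3.28 ± 0.147 CPM (log2 4.58, SE 0.540, adjusted p 0.000141). Among the genes that met the rule, the highest fold change belonged to carA (b0032), a gene of carbamoyl phosphate synthesis (log2 5.31, SE 1.06, adjusted p 0.00323). Its HU-null libraries had 8.83, 39.2 and 320.9 CPM against 2.18 to 3.799 in the wild type, and without HU-null replicate 3 its log2 fold change was 2.90. The genes with the largest decrease were puuD (b1298), puuA (b1297) and puuB (b1301) of putrescine degradation. They fell by 4.15 (SE 0.457, adjusted p 0.000101), 3.96 (SE 0.451, adjusted p 0.000127) and 3.82 (SE 0.371, adjusted p 5.59e-05) on the log2 scale. For puuA this was 49.5 ± 11.7 CPM in HU-null against 767.8 ± 69.9 CPM in the wild type.

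The comparison of HUa-mVenus with the wild type asks whether the fusion strain without hupB differs from the wild type. No gene was higher and 2 genes were lower, hupB and ppiD, out of 4068 tested. At an unadjusted p under 0.05, 131 genes were higher and 169 lower, 300 in all, where 203 would be found by chance. This total was 151 without wild-type replicate 3, 187 without HUa-mVenus replicate 2 and 122 with library totals, and 437 in a fit to the 2 groups alone. The gene ppiD (b0441), chosen by the preset rule, codes for a periplasmic chaperone and lies next to hupB in the reference assembly. It had 93.7 ± 37.1 CPM in HUa-mVenus and 481.4 ± 31.1 CPM in the wild type (SD, n = 3; log2 −2.36, SE 0.248, adjusted p 0.000923). It was also lower than in the wild type in HU-null (log2 −2.31, SE 0.247, adjusted p 8.38e-05) and in HUa-mVenus-P63A (log2 −2.65, SE 0.251, adjusted p 4.44e-05). It did not differ detectably among the 3 strains without hupB, where the lowest adjusted p was 0.415. When 4-fold changes were put into the counts of 2 random genes at a time, 59% of them were called (95% Wilson interval 52.1 to 65.6), and of 2-fold changes 8.5% (5.37 to 13.2). Changes of up to 2-fold could therefore mostly not be detected here, and 41% of single 4-fold changes were missed. DESeq2 called 3 genes higher and 12 lower.

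**Figure D4:**
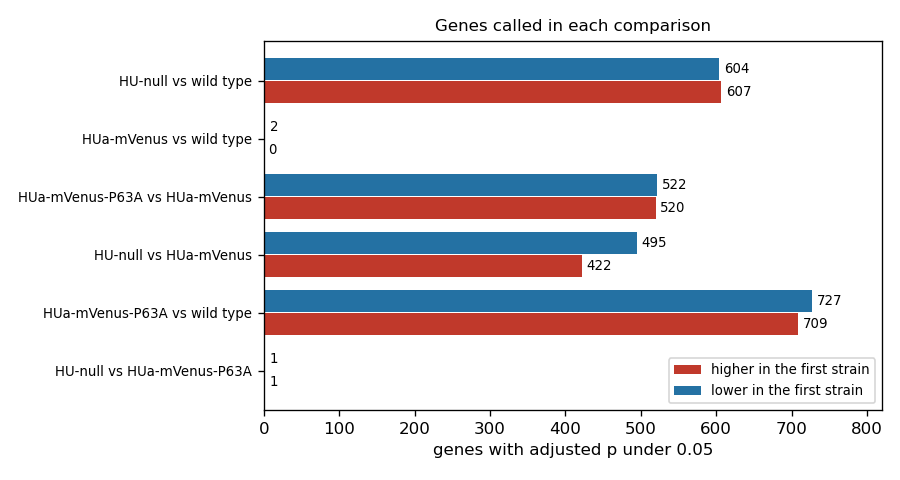
Number of genes with an adjusted p under 0.05 (edgeR quasi-likelihood test) in each of the 6 comparisons, with separate bars for genes higher and lower in the first-named strain. HUa-mVenus vs wild type had 0 higher and 2 lower genes, HU-null vs HUa-mVenus-P63A had 1 and 1, and the other comparisons had 422 to 709 higher and 495 to 727 lower genes.

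The comparison of HUa-mVenus-P63A with HUa-mVenus isolates the substitution of proline 63 in the fusion strain. In the mutant 520 genes were higher and 522 lower, and 611 of them changed at least 2-fold (1553 genes at an unadjusted p under 0.05). Higher calls made up 49.9% of the total with TMM and 23.7% when libraries were scaled by their totals, in which ribosomal RNA is included. Library totals moved the median log2 fold change of all genes to −0.31, from 0.003 with TMM. Without HUa-mVenus replicate 1 there were 270 higher and 323 lower genes, and without HUa-mVenus replicate 3 there were 299 higher.

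The genes named by the rule were largely those of HU-null. Expression of bioF rose to 76.6 ± 28.9 CPM from 3.89 ± 0.937 in HUa-mVenus (SD, n = 3; log2 4.32, SE 0.533, adjusted p 0.000239). For bioB the values were 81.2 ± 10.3 and 6.14 ± 1.75 CPM (log2 3.72, SE 0.438, adjusted p 0.000185). For carA they were 29.4 ± 11.5 and 2.65 ± 0.988 CPM (log2 3.51, SE 1.04, adjusted p 0.0275), and the call was lost in 5 of the 6 fits that each left out one replicate. The decreases were again in the puu genes: puuD changed by log2 −4.55 (SE 0.468, adjusted p 0.000107), puuB changed by log2 −4.47 (SE 0.398, adjusted p 4.84e-05) and puuC (b1300) by log2 −4.42 (SE 0.403, adjusted p 5.06e-05).

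The comparison of HU-null with HUa-mVenus asks what the loss of the fusion protein adds in strains that all lack hupB. In HU-null 422 genes were higher and 495 lower, and 522 of them changed at least 2-fold (1448 genes at an unadjusted p under 0.05). Higher calls were 46% with TMM and 59.3% with library totals, which moved the median of all genes to 0.15. Without HUa-mVenus replicate 1 the numbers were 196 higher, 292 lower and 338 changed at least 2-fold. Without HU-null replicate 2 they were 245 higher and 317 lower, and without HUa-mVenus replicate 3 there were 244 higher.

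The rule named argF (b0273), carA and argC (b3958) as the genes with the highest fold changes. In each the fold change was lower without HU-null replicate 3. For argF the HU-null libraries had 20.9, 11.9 and 1314 CPM, against 7.45 ± 0.448 CPM in HUa-mVenus (SD, n = 3; log2 5.91, SE 1.45, adjusted p 0.0129). Without HU-null replicate 3 the log2 fold change was 1.12 (adjusted p 0.0626). The corresponding libraries had 28.2, 29.6 and 1263 CPM of argC against 15.6 ± 6.84 CPM in HUa-mVenus (log2 4.82, SE 1.22, adjusted p 0.0148), and without HU-null replicate 3 the log2 fold change was 0.86 (adjusted p 0.0768). For carA the log2 fold change was 5.55 (SE 1.08, adjusted p 0.004) with all libraries and 3.15 without HU-null replicate 3. Its call was kept in all 6 fits that each left out one replicate. The argF and argC calls were each lost in 3 of those 6 fits. The argF sequence resembles that of argI, and RSEM shares reads among similar genes in fractions. However, 0 libraries had a fractional argF count, which argues against reads shared in this way for argF. The lowest fold changes were those of puuA (log2 −4.17, SE 0.456, adjusted p 0.000126), puuD (log2 −4.16, SE 0.457, adjusted p 0.000126) and puuB (log2 −4.01, SE 0.373, adjusted p 6.06e-05).

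HUa-mVenus-P63A differed from the wild type in the most genes, with 709 higher and 727 lower, 869 of them at least 2-fold (1821 at an unadjusted p under 0.05). Library totals moved the share of higher calls from 49.4% to 19.2% and the median of all genes to −0.43.

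The comparison of HU-null with HUa-mVenus-P63A asks whether the substitution differs from the loss of HU. Of 4068 genes, 1 was higher and 1 lower in HU-null, and 226 had an unadjusted p under 0.05, where 203 would be found by chance. The lower gene was hupA. The higher gene, flu (b2000), was chosen after its values were seen. It codes for the surface protein antigen 43 and had 201.1 ± 69.4 CPM in HU-null and 56.1 ± 16.7 CPM in HUa-mVenus-P63A (SD, n = 3; log2 1.85, SE 0.263, adjusted p 0.0226). With the replicate number as a block, 0 genes were higher and flu had an adjusted p of 0.0607, while 378 genes had an unadjusted p under 0.05. The number with an unadjusted p under 0.05 was 513 without HU-null replicate 2 and 391 without HUa-mVenus-P63A replicate 1. It was 146 in a fit to the 2 groups alone. It was 520 to 595 with limma on FPKM values and 386 with library totals. With totals that left out ribosomal and transfer RNA genes it was 334. The call of flu was also lost without HU-null replicate 1 (adjusted p 0.055), HU-null replicate 2 (0.0571), HUa-mVenus-P63A replicate 1 (0.209) or HUa-mVenus-P63A replicate 2 (0.106). Of changes put into the counts of 2 random genes at a time, 59.5% of 4-fold changes (95% Wilson interval 52.6 to 66.1) and 5.5% of 2-fold changes (3.1 to 9.58) were called. With library totals 7 genes were higher and 1 lower, and the median of all genes moved to 0.44.

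The changes in HUa-mVenus-P63A were set against those in HU-null in comparisons without a shared library, HU-null vs wild type and HUa-mVenus-P63A vs HUa-mVenus. Both called 786 genes, where 310 would be shared if the calls were independent. All 786 had the same sign, 379 higher and 407 lower. Across the 4068 genes, which are not independent replicates, the log2 fold changes had a Pearson r of 0.776 and a Spearman rho of 0.824, and 82.3% had the same sign. In 50 simulations of unchanged groups r lay between −0.094 and 0.082 and the same-sign share averaged 49.9%. Genes were drawn independently in these simulations and in those below, so the ranges leave out spread from genes that vary together. Among genes called higher in HU-null vs wild type the median log2 fold change was 1.08, and in HUa-mVenus-P63A vs HUa-mVenus the same genes had a median of 0.88. Among those called lower the medians were −1.07 and −0.91. The shared count was 507 without HUa-mVenus replicate 1 and 290 with library totals. Without HUa-mVenus replicate 2, 1 gene was called in both with opposite signs.

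Against the shared control HUa-mVenus, HU-null and HUa-mVenus-P63A had 709 called genes in common, all with the same sign. Their r was 0.816 and rho 0.857, and 83.8% of genes had the same sign. Unchanged groups simulated against a shared control gave a mean r of 0.497 (0.452 to 0.560) and a same-sign share of 66.3%. The changes of HU-null and of HUa-mVenus, both against the wild type, had an r of 0.435, a rho of 0.430 and 66.5% of genes with the same sign, and 76.5% of the genes called in HU-null vs wild type had the same sign. Unchanged groups simulated against the shared wild type gave an r of 0.407 to 0.553, a rho of 0.44 to 0.501 and a mean same-sign share of 66.6%. HU-null did change, with an SD of log2 fold changes of 0.926 against 0.463 in HUa-mVenus, so these simulations do not decide whether HUa-mVenus shares the changes of HU-null.

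**Figure D5:**
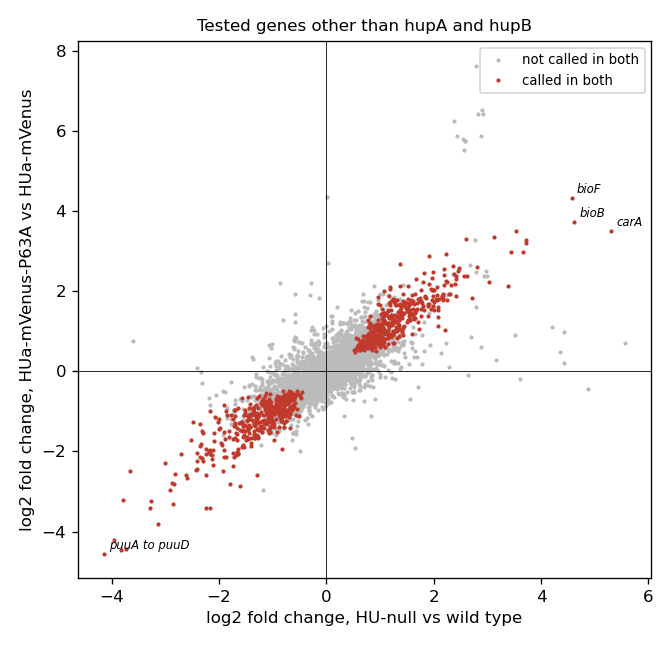
Log2 fold change of each tested gene other than hupA and hupB in HU-null vs wild type (horizontal) and in HUa-mVenus-P63A vs HUa-mVenus (vertical), with 1 point per gene and red points for the genes called in both. The red points lie in the lower left and upper right quadrants (407 and 379 genes), and the grey points highest on the vertical axis are ribosomal RNA genes.

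Gene lists fixed before the data were examined were tested with camera (adjusted over 28 tests). Under a correlation between genes estimated from the data, none of the 28 tests passed the threshold and the lowest adjusted p was 0.297. The calls below therefore rest on the preset correlation, and those that also held under fry were the SOS and galactose lists in the comparisons where they are given as passing, and the ribosomal protein list in HU-null vs wild type and in HUa-mVenus-P63A vs HUa-mVenus.

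Ribosomal protein genes (54 tested) had a median log2 fold change of 0.80 in HU-null vs wild type (adjusted p 1.92e-11, positive in 50 of 54). In HUa-mVenus-P63A vs HUa-mVenus it was 1.11 (2.07e-17, positive in 53), in HU-null vs HUa-mVenus 0.51 (1.45e-07, positive in 47) and in HUa-mVenus vs wild type 0.28 (2.96e-07, positive in 53). The last value was 0.07 without HUa-mVenus replicate 2, and no longer passed. In these 4 comparisons 30, 42, 21 and 0 of the genes were called higher over all genes, and 35, 45, 21 and 0 when adjusted over the list alone.

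The galactose regulon (10 genes) had medians of 0.68 in HU-null vs wild type (adjusted p 0.00796), 1.39 in HUa-mVenus-P63A vs HUa-mVenus (9.96e-05) and 1.19 in HU-null vs HUa-mVenus (0.000211), with 9 of 10 genes positive in each. It did not pass in HUa-mVenus vs wild type (−0.13, adjusted p 0.401). Higher calls numbered 4, 7, 6 and 0 over all genes and 6, 8, 8 and 0 adjusted over the list alone.

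The SOS regulon (29 genes tested) had medians of −0.36 in HU-null vs wild type (adjusted p 0.0168, negative in 23), −0.50 in HUa-mVenus-P63A vs HUa-mVenus (0.000501, negative in 24) and −0.55 in HU-null vs HUa-mVenus (0.000489, negative in 25). In HUa-mVenus vs wild type the median was 0.06 (adjusted p 0.0783). It changed sign without HUa-mVenus replicate 1, and with library totals, where the median of all genes was also negative (−0.103). The list passed there without wild-type replicate 3 or HUa-mVenus replicate 2. In HU-null vs wild type, HUa-mVenus-P63A vs HUa-mVenus, HU-null vs HUa-mVenus and HUa-mVenus vs wild type, lower calls numbered 8, 11, 10 and 0 over all genes and 8, 11, 12 and 0 adjusted over the list alone. Higher calls in the same order numbered 3, 0, 1 and 0 over all genes and 3, 0, 3 and 0 over the list alone.

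Iron acquisition genes (44) had medians of 0.53 in HU-null vs wild type (adjusted p 0.0304) and 0.57 in HUa-mVenus vs wild type (3.94e-09, positive in 43 of 44). The first lost its call without wild-type replicate 1 (0.23), HU-null replicate 2 (0.08) or HU-null replicate 3 (0.37), and the second without wild-type replicate 1 (0.20). Neither held under fry. The medians were 0.45 (adjusted p 0.0585) in HUa-mVenus-P63A vs HUa-mVenus and 0.04 (0.496) in HU-null vs HUa-mVenus, which passed at 0.45 without HU-null replicate 1 and at −0.41 without HU-null replicate 2. At most 5 of these genes were called over all genes in a comparison, and 0 adjusted over the list alone.

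Acid resistance genes (15) had a median of 0.76 in HUa-mVenus vs wild type (adjusted p 1.25e-06, positive in 14), which did not hold under fry (0.0962). The other medians were 0.31 in HU-null vs wild type (0.5), 0.31 in HUa-mVenus-P63A vs HUa-mVenus (0.15) and −0.40 in HU-null vs HUa-mVenus (0.0817), which passed in 3 of the 6 fits that each left out one replicate. The first of these changed sign without HU-null replicate 3 (−0.08) and the second with library totals (−0.12). With library totals the median of all genes in HUa-mVenus-P63A vs HUa-mVenus was also negative, at −0.314. Adjusted over the list alone, 2 genes were lower in HU-null vs HUa-mVenus and 0 genes passed in the other 3 comparisons.

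The list of fimbriae and curli genes (16) had a median of −0.40 in HUa-mVenus vs wild type (adjusted p 0.000456, negative in 14), which did not hold under fry (0.0745). It split evenly, 8 genes positive and 8 negative, in HU-null vs wild type (median 0.18, adjusted p 0.878), HUa-mVenus-P63A vs HUa-mVenus (0.18, 0.349) and HU-null vs HUa-mVenus (0.39, 0.289). In HU-null vs wild type, 6 of the genes were called higher and 7 lower over all genes, and 8 and 7 adjusted over the list alone.

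Flagella and chemotaxis genes (41 tested) had medians of 0.21 (adjusted p 0.336) in HU-null vs wild type, −0.11 (0.14) in HUa-mVenus vs wild type, 0.12 (0.847) in HUa-mVenus-P63A vs HUa-mVenus and 0.24 (0.0585) in HU-null vs HUa-mVenus. None passed the threshold with camera when all libraries were used, and the last passed in 3 of the 6 fits that each left out one replicate. The middle values, for HUa-mVenus vs wild type and HUa-mVenus-P63A vs HUa-mVenus, changed sign under some alternatives. Adjusted over the list alone, 2 genes were higher in HUa-mVenus-P63A vs HUa-mVenus and 0 genes passed in the other 3 comparisons.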

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

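The settings were fixed before the data were examined, except library totals without ribosomal and transfer RNA genes and limma on log2 CPM, which were chosen after seeing the data. Every alternative of the count called in both HU-null vs wild type and HUa-mVenus-P63A vs HUa-mVenus was also added after seeing the data, with the settings of the comparisons themselves. The count of genes with any difference among the 4 strains stayed within 1.5 times its value of 1371 under each setting run for it, from 1013 to 1591. RLE size factors, no expression filter, tables without ribosomal and transfer RNA genes and limma on log2 CPM left every count of genes within 1.5 times. Over all settings, 300 counts of genes stayed within 1.5 times and 83 did not. Of the values for named genes, 190 kept their direction and call, 17 kept their direction without the call and 0 reversed; the 17 belonged to 3 results, carA in HUa-mVenus-P63A vs HUa-mVenus and argF and argC in HU-null vs HUa-mVenus.

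With library totals as the only scaling, HU-null vs wild type had 221 higher and 241 lower genes, HUa-mVenus-P63A vs HUa-mVenus had 120 higher, HU-null vs HUa-mVenus had 172 higher, 118 lower and 290 changed at least 2-fold, HUa-mVenus-P63A vs wild type had 192 higher, and HU-null vs HUa-mVenus-P63A had 7 higher and 8 changed at least 2-fold. The count called in both HU-null vs wild type and HUa-mVenus-P63A vs HUa-mVenus was 290. Totals that left out ribosomal and transfer RNA genes moved a single count, the lower genes of HU-null vs HUa-mVenus, to 293, from 495 with TMM and 118 with library totals. Library totals also reversed medians of lists: SOS in HUa-mVenus vs wild type to −0.0589, and in HUa-mVenus-P63A vs HUa-mVenus flagella and chemotaxis to −0.20, acid resistance to −0.12, and fimbriae and curli to −0.16. These reversals say little about the lists, because library totals shifted all genes together. The median of all genes became −0.103 in HUa-mVenus vs wild type and −0.314 in HUa-mVenus-P63A vs HUa-mVenus. Each reversed list median lay above that of all genes. In HUa-mVenus-P63A vs HUa-mVenus the iron acquisition list passed at a median of 0.12.

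The FPKM values also use totals that include ribosomal RNA. With limma on log2(FPKM + 1), HU-null vs wild type had 108 higher, 187 lower and 287 changed at least 2-fold. HUa-mVenus-P63A vs HUa-mVenus had 59, 343 and 388, HU-null vs HUa-mVenus had 100, 78 and 176, HUa-mVenus-P63A vs wild type had 116 higher, and 197 genes were called in both comparisons without shared libraries. With a pseudocount of 0.1 the same counts were 106, 173 and 276, then 61, 344 and 391, then 99, 75 and 173, then 116 and 195, and HU-null vs HUa-mVenus-P63A had 0 higher and 1 changed at least 2-fold. With a mean FPKM of at least 1, HU-null vs wild type had 149, 211 and 360, HUa-mVenus-P63A vs HUa-mVenus had 87 higher, HU-null vs HUa-mVenus had 120, 84 and 204, HUa-mVenus-P63A vs wild type had 141 higher, and 240 were called in both. limma on log2 CPM scaled by TMM gave 788 called in both, so the drop came with the FPKM values and not with limma.

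DESeq2 called more genes where edgeR called few. HUa-mVenus vs wild type had 3 higher, 12 lower and 13 changed at least 2-fold, and HU-null vs HUa-mVenus-P63A had 4, 4 and 5. On simulated data it also made more false calls, 12 to 23 per comparison against 3 to 9. Fits to the 2 groups compared gave 227 higher and 317 lower genes in HU-null vs HUa-mVenus and 0 higher and 1 changed at least 2-fold in HU-null vs HUa-mVenus-P63A; they estimate the spread from fewer samples. Requiring at least 10 counts in every sample left 3416 genes and removed hupA and hupB, which fell. HUa-mVenus vs wild type then had 1 lower and 1 changed at least 2-fold, HU-null vs HUa-mVenus-P63A had 0 lower and 1 changed at least 2-fold, and flagella and chemotaxis medians reversed to 0.0765 in HUa-mVenus vs wild type and −0.00399 in HUa-mVenus-P63A vs HUa-mVenus. The correlations rose to 0.854 (HU-null vs wild type and HUa-mVenus-P63A vs HUa-mVenus) and 0.863 (both against HUa-mVenus), and over genes called in either comparison they were 0.829 and 0.878.

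With the replicate number as a block, HU-null vs HUa-mVenus-P63A, where the numbers pair the libraries, had 0 higher genes and 1 changed at least 2-fold. In HU-null vs wild type and HUa-mVenus-P63A vs wild type 1443 and 1625 genes were called. Of these, 1193 and 1422 were also called without the block. In HU-null vs wild type the block changed no call of the genes named by the rule or of the 7 lists. Of the RpoS-dependent genes, 22 were called lower in HU-null vs wild type with the block, against 19 without it. HUa-mVenus was not taken to pair by number. For replicate 1 its same-number correlations were 0.00373 with the wild type, 0.0345 with HUa-mVenus-P63A and −0.0327 with HU-null. For replicates 2 and 3 they were 0.34 and 0.295, 0.299 and 0.274, and 0.311 and 0.0847 in the same order. The libraries in the comparisons with HUa-mVenus may thus be paired in part. There the block gave 1 higher, 5 lower and 6 changed at least 2-fold in HUa-mVenus vs wild type, an iron acquisition median of 0.41 that passed in HUa-mVenus-P63A vs HUa-mVenus, and one of −0.0835 in HU-null vs HUa-mVenus. The argF call in HU-null vs HUa-mVenus was lost (adjusted p 0.0531).

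The estimated correlation took the call from all 14 list results that camera had passed, with unchanged medians: in HU-null vs wild type −0.36 for SOS, 0.80 for ribosomal proteins, 0.68 for galactose and 0.53 for iron, in HUa-mVenus vs wild type 0.76 for acid resistance, 0.28 for ribosomal proteins, −0.40 for fimbriae and curli and 0.57 for iron, in HUa-mVenus-P63A vs HUa-mVenus −0.50 for SOS, 1.11 for ribosomal proteins and 1.39 for galactose, and in HU-null vs HUa-mVenus −0.55, 0.51 and 1.19. Under fry the iron list in HU-null vs wild type, the 4 lists in HUa-mVenus vs wild type and ribosomal proteins in HU-null vs HUa-mVenus (adjusted p 0.0532) lost the call, while flagella and chemotaxis (0.24, adjusted p 0.0135) and fimbriae and curli (0.39, adjusted p 0.0447) gained it in HU-null vs HUa-mVenus.

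Across the 6 fits that each left out one replicate of the groups compared, HU-null vs wild type had 327 to 621 higher genes. HUa-mVenus-P63A vs HUa-mVenus had 270 to 458 higher and 323 to 478 lower. HU-null vs HUa-mVenus had 196 to 464 higher, 292 to 513 lower and 338 to 590 changed at least 2-fold, and HU-null vs HUa-mVenus-P63A had 0 to 1 higher and 1 to 2 changed at least 2-fold. Over 12 fits, the count called in both comparisons without shared libraries was 507 to 901 and their correlation 0.712 to 0.793. Over 9 fits, the correlation of the comparisons against HUa-mVenus was 0.733 to 0.836. Over the 6 fits of each comparison, some list medians moved without a change of sign or call. In HU-null vs wild type flagella and chemotaxis had 0.04 to 0.25 and fimbriae and curli 0.06 to 0.37. Fimbriae and curli had 0.02 to 0.25 in HUa-mVenus-P63A vs HUa-mVenus. Acid resistance had 0.47 to 0.90 in HUa-mVenus vs wild type, and ribosomal proteins 0.42 to 0.86 in HU-null vs HUa-mVenus. Medians of lists whose sign or call changed in some fit ranged as follows. In HU-null vs wild type they were −0.0840 to 0.39 for acid resistance and 0.0804 to 0.89 for iron. In HUa-mVenus vs wild type they were −0.0105 to 0.16 for SOS, −0.21 to 0.000906 for flagella and chemotaxis, 0.0666 to 0.41 for ribosomal proteins, −0.26 to 0.0884 for galactose and 0.20 to 1.00 for iron. In HUa-mVenus-P63A vs HUa-mVenus they were −0.0296 to 0.0829 for flagella and chemotaxis, 0.0861 to 0.53 for acid resistance and 0.28 to 0.51 for iron. In HU-null vs HUa-mVenus they were 0.21 to 0.36 for flagella and chemotaxis, −0.61 to −0.00168 for acid resistance and −0.41 to 0.45 for iron. Some lists that did not pass with camera in the main fit passed in such fits. In HU-null vs HUa-mVenus, flagella and chemotaxis passed without HU-null replicate 2 (adjusted p 0.0301), HUa-mVenus replicate 1 (0.0261) or HUa-mVenus replicate 3 (0.0318). Acid resistance passed there without HU-null replicate 3 (0.0136), HUa-mVenus replicate 1 (0.0146) or HUa-mVenus replicate 3 (0.0354). Iron passed there in opposite directions, at 0.45 without HU-null replicate 1 (0.0401) and at −0.41 without HU-null replicate 2 (0.0113). SOS in HUa-mVenus vs wild type passed without wild-type replicate 3 (0.043) or HUa-mVenus replicate 2 (0.0179). Without HUa-mVenus replicate 2, acid resistance (0.0164) and iron (0.0329) passed in HUa-mVenus-P63A vs HUa-mVenus. As given above, the iron list also passed there with library totals and with the replicate block. Fewer samples enter these fits. For changes not tied above to a value or to the construction of a setting, the cause was not tested.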

Other observations

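The tests below were chosen after the main results were seen, except the counts over other splits of the samples, which were planned. The predictions for the fits without libraries rich in ribosomal RNA, for the length correction, for rpoS, for growth phase, for position on the chromosome and for changes put into 2 genes at a time were written before their results.

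Other splits of the samples gave fewer calls in most comparisons. For HU-null vs wild type, HUa-mVenus vs wild type, HUa-mVenus-P63A vs HUa-mVenus, HU-null vs HUa-mVenus and HUa-mVenus-P63A vs wild type, 1 of the 10 splits of the 6 samples gave as many genes with an adjusted p under 0.05, the real one, and the other 9 gave 0. For HU-null vs HUa-mVenus-P63A, 2 of the 10 splits gave as many genes, and the split that put HU-null replicates 1 and 3 with HUa-mVenus-P63A replicate 2 gave 3. Of the 4 splits that part every same-numbered pair, as the real one does, the real one alone reached its count in the other paired comparisons, and 2 did so in HU-null vs HUa-mVenus-P63A. The 10 splits cannot give a share under 0.1. For any difference among the 4 strains, 1 of 100 splits of the 12 samples gave as many genes as the real split, the real one itself, with 1371 genes, and the next highest had 294.

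Ribosomal RNA took 53.7% of counts in HUa-mVenus-P63A replicate 3. A genotype effect that raises ribosomal RNA to such a share in every library is argued against by the other libraries of that strain, with 0.114% and 0.198%, 0 of which exceeded the highest wild-type share, that of replicate 3. In 4 of 4 strains the library numbered 3 had the most ribosomal RNA (exact one-sided permutation p 0.01235). The number 3 was tested after HUa-mVenus-P63A replicate 3 was seen to stand out. That strain is counted in the p, which is therefore too small. A removal step that was less complete when the libraries numbered 3 were made may explain the pattern. The labels name no batch, so this is a hypothesis from the same data. They do give replicate 3 of every strain a strain name that differs in its last digit. Whether that difference, treated here as a slip, is linked to the ribosomal RNA was not tested. A genotype effect that adds to incomplete removal stays open. The share was above that of the wild-type library of the same number in 3 of 3 HUa-mVenus-P63A libraries, in replicate 2 by 0.1976% against 0.1956%, and in 3 of 3 HU-null libraries. A one-sided sign test on 3 pairs cannot give a p under 0.125.

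The genes called in HU-null vs wild type and HUa-mVenus-P63A vs HUa-mVenus changed the same way. Libraries rich in ribosomal RNA are not the whole cause: without HU-null replicate 3 and HUa-mVenus-P63A replicate 3, 767 genes were called in both with the same sign, against 786 with all libraries, and 656 of them were among the 786. With the replicate block, whose numbers were not taken to pair HUa-mVenus, these counts were 752 against 983. A gene length trend was small (Spearman rho of log2 fold change and length 0.137 and 0.156 across genes), and after a length correction of each library 812 genes were called in both, or 1003 against 983 with the replicate block. A length was known for 96.7% of tested genes. That the HUa-mVenus-P63A libraries were made from HU-null cells is argued against by hupA, whose lowest count in them was 491. An exchange of all libraries between the fusion strains cannot be told apart from the pattern: both carry hupA and lack hupB, hupA did not differ detectably between them (adjusted p 0.196), and the tables cannot show the P63A codon. A mutant fusion with mRNA at least 2-fold lower is argued against, since the log2 fold change of hupA in HUa-mVenus-P63A vs HUa-mVenus was 0.5154 (SE 0.279, 95% interval −0.127 to 1.16). A smaller decrease is not excluded. A candidate explanation that stays open is that the P63A protein lacks most of the function whose loss changes these genes. Protein levels were not analysed here, so an unstable P63A protein would give the same pattern.

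Few genes were called between HU-null and HUa-mVenus-P63A. As a reason for most genes, too few reads or replicates to call 4-fold changes is argued against only narrowly: when such changes were put into the counts of 2 random genes at a time, 59.5% were called (95% Wilson interval 52.6 to 66.1) and 40.5% were missed. Smaller differences could be hidden in nearly all genes, since 5.5% of 2-fold changes put in the same way were called. Genes with a large spread between replicates stay open: of 42 genes with a fitted change of at least 4-fold, 41 were not called, among them 19 ribosomal RNA genes and 10 arginine genes. Examples are argF (log2 5.19, adjusted p 0.586), argC (log2 3.85, adjusted p 0.586) and carA (log2 2.04, adjusted p 0.786), named after their values were seen. With library totals, argF, artJ, argA, argG, argI and yffQ were called as well.

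A list of RpoS-dependent genes, written from general knowledge without the genes at the extremes of the first results, was lower in both strains. RpoS is the sigma factor of the general stress response. All 28 genes had a negative log2 fold change in HU-null vs wild type (median −1.12, 19 called) and in HUa-mVenus-P63A vs HUa-mVenus (median −1.41, 24 called). In HUa-mVenus vs wild type the median was 0.09, with 0 called. The larger adjusted p of the first 2 comparisons was 8.09e-06 under fry, and 0.0216 under camera with the estimated correlation. With library totals the medians were −1.15 and −1.76, and that of HUa-mVenus vs wild type changed sign to −0.04. The median of all genes was then −0.103 in HUa-mVenus vs wild type, below that of the list. A length trend and the libraries rich in ribosomal RNA are argued against: with a length correction at least 19 of the 28 genes were called lower in each comparison, and without those libraries at least 18. With the block these counts were 20 and 19, against 22 with the block alone. Lower rpoS mRNA as the cause is argued against, because rpoS changed by log2 0.25 (SE 0.231) and −0.09 (SE 0.231), with a larger adjusted p of 0.8084, while the list fell by more than these values and their errors allow. Harvest at another growth phase cannot be told apart from an effect of HU: rmf, hpf, raiA, sra and cspD had a median of −0.116 in HU-null vs wild type, with members on both sides of 0, and the optical density of each culture was not used here. The hypothesis that HU acts on RpoS after transcription may be worth a protein measurement.

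The ppiD gene next to hupB was lower than in the wild type in all 3 strains without hupB. It had 96.9 ± 12.8 CPM in HU-null, 93.7 ± 37.1 in HUa-mVenus and 76.95 ± 5.55 in HUa-mVenus-P63A (SD, n = 3) and 481.4 ± 31.1 in the wild type. A local effect of the deletion may explain this, since the number of strains affected was 3 of 3 and by similar amounts. An effect of the missing beta subunit at a distance cannot be told apart from it, because no strain lacks the beta subunit with the hupB locus intact. On the other side of hupB, lon did not differ detectably between HUa-mVenus and the wild type (log2 0.09, SE 0.176, adjusted p 0.924), but was higher than in the wild type in HU-null (log2 0.52, SE 0.177, adjusted p 0.0437) and in HUa-mVenus-P63A (log2 0.63, SE 0.177, adjusted p 0.0159). Next to hupA, yjaH differed between HU-null and HUa-mVenus (log2 2.68, SE 0.298, adjusted p 0.000131) and did not pass between HUa-mVenus and the wild type (log2 −1.42, SE 0.294, adjusted p 0.186). It was also higher in HU-null than in the wild type (log2 1.26, SE 0.277, adjusted p 0.00554) and in HUa-mVenus-P63A than in HUa-mVenus (log2 1.23, SE 0.298, adjusted p 0.011), where both strains carry the fusion at hupA.

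Arginine genes were high in one HU-null library. The mean log2 CPM over 16 arginine genes was 5.34, 5.66 and 9.02 in HU-null replicates 1, 2 and 3, and 5.07 to 5.27 in the wild type. Ribosomal RNA in the library is argued against as the cause, because HUa-mVenus-P63A replicate 3 has more of it and was lower by −0.3675 than the higher of the other libraries of its strain. A genotype effect could not be excluded: the mean was above every wild-type library in 3 of the 3 HU-null libraries, but 2 of them by little, and 3 libraries against 3 cannot reach a p under 0.1. Another state of that culture, such as its arginine supply, stays open and untested.

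The even split of the fimbriae and curli list followed its operons. The 7 fim genes had medians of 1.64 in HU-null vs wild type and 2.12 in HUa-mVenus-P63A vs HUa-mVenus, all positive. The 7 csg genes had medians of −1.20 and −0.73, all negative. In HUa-mVenus vs wild type the csg genes were also negative (median −0.445, 7 of 7, adjusted p 0.000701 with camera and 0.0486 under fry). The fim genes there went the other way from HU-null (median −0.368, negative in 6 of 7, adjusted p 0.0152 with camera and 0.36 under fry). Neither passed under the estimated correlation (0.123 and 0.416), and 0 genes of either group were called. The scaling of the libraries is argued against as the cause, since with library totals the lower of the fim medians was 1.67 and the csg medians were −1.22 and −1.08. In HU-null vs wild type and HUa-mVenus-P63A vs HUa-mVenus, neither group of genes passed under the estimated correlation (adjusted p 0.0973 to 0.176), and under fry both did (0.000117 to 0.00175). The orientation of the invertible fim promoter was not analysed here, and a difference in it between the cultures stays open.

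Expression followed distance from the replication origin differently in the strains. The slope of log2 CPM, relative to the mean of all libraries, from the origin to the opposite side of the chromosome over 3924 genes in locus-tag order was 0.11 ± 0.0742 in the wild type, 0.17 ± 0.0551 in HUa-mVenus, −0.16 ± 0.0909 in HU-null and −0.12 ± 0.0804 in HUa-mVenus-P63A (SD, n = 3). For HU-null vs wild type the exact two-sided permutation p was 0.1, the smallest that 3 libraries against 3 allow. With labels permuted within HU-null vs wild type and HUa-mVenus-P63A vs HUa-mVenus together it was 0.005, the smallest that 400 regroupings allow. The ribosomal protein genes, many of which lie near the origin, are not the whole cause: without them at least 85.07% of the slope difference stayed. A difference in gene dosage from replication may explain the trend, and DNA content was not analysed here, so that an effect of HU on genes by position cannot be told apart from it.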
